A study of Homo sapiens with 6 samples. Its data were reported in "Positive regulation of innate immune response by miRNA-let-7a-5p" (2023).

How the data were processed

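RNA from 6 cultures of THP-1 cells was measured on Affymetrix Human Clariom S arrays, 1 array for each of 5 miRNA mimics and 1 for the negative control mimic (mimic NC). The groups were taken from the sample titles. The treatment text of the labels names the let-7a-5p mimic for every sample, and what the "2" in the title of the control stands for is not stated. The labels give Trizol for the extraction of RNA, while the paper gives the RNeasy kit. The deposited values are log2 signals per probe set with at most 2 decimals, from 1.88 to 17.99, which the submitters' processing notes describe as RMA (background correction, normalization between arrays and summary of probes) in Transcriptome Analysis Console 4.0. The settings of RMA and the set of arrays normalized together are not given in the sources used here. All 6 columns of the table were used.

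Of 21448 probe sets 17709 (82.6%) carried 1 gene symbol and 3739 carried none. All 17709 Entrez identifiers matched RefSeq genes of the GRCh38.p14 assembly, which was used for names only, and 0 symbols differed. The 17687 genes include 20 with several probe sets, which were averaged. The arrays name no genome build, so no coordinates are given. Background was set at the 95th percentile of 348 olfactory receptor probe sets over all arrays (5.39), and 14667 probe sets (68.4%) exceeded it on at least 1 array. With 1 array per group no model, replicate error or test per gene was possible, and no paired analysis was possible because each group held a single culture.

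Each mimic was compared with mimic NC as a difference of log2 signals. Probe sets were counted at a threshold of 3-fold, the size the study used. For gene lists the median log2 ratio was set against 10000 random lists drawn from 20 bins of mean level, and a percentile outside 2.5 to 97.5 was called outside the range of random lists. With 135 such medians 6.75 would be outside by chance if genes varied independently. The 27 lists were fixed before the data were examined: interferon-stimulated genes, the genes the study listed for miR-628-3p and for let-7a-5p (chosen on other arrays), double-stranded RNA sensing, type I and III interferons, chemokines, NF-kB inflammatory genes, the interleukin-12 family, MHC class I and class II presentation, macrophage markers, undifferentiated myeloid markers, cell cycle, p53 and apoptosis, unfolded protein and integrated stress, metallothioneins, cholesterol and lipid genes, the miRNA pathway, immediate early genes, extracellular matrix, markers of T and NK cells, of B cells, and of epithelial cells and fibroblasts, housekeeping genes, and known targets of let-7, miR-146a and miR-130a. Lists overlap, and members of a list are not independent.

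Known targets were also tested across arrays. The mean of a list minus the mean of all other genes above background, each gene centred over the 6 arrays, was summed over the 3 lists on their own arrays and compared with all 120 assignments of the lists to different arrays (exact one-sided permutation test). Correlations between comparisons were set against 100 simulations of arrays that share a control and have no effect. A test of genes with seed sites in their 3' untranslated regions was set out beforehand but not run, since the reference used here holds no transcript sequence.

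Named genes followed a rule fixed before the data were examined. They were, for each mimic, the 8 highest and 8 lowest ratios among named probe sets whose brighter array was above background, and up to 5 in each direction with the largest gap to the nearest of the other 5 arrays. In every comparison they also included CXCL10, CXCL11, CCL2, CCL8, TLR3, RIGI, IFIH1 and TNFSF13B, the 2 highest and 2 lowest members of each list described, and any gene past 3-fold the same way in 3 or more comparisons. The text names a selection from these. A few further genes, such as IFIT2, TRAF6, RAB5A and MAP3K1, were picked after their values were seen.

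The alternatives were the median of the other 4 mimic arrays as comparator, thresholds of 2-fold and 4-fold, filters on background, repeated quantile normalization, median centring, removal of a lowess trend on level (span 0.3), a pseudocount of 32 on the linear scale, probe sets with 1 symbol, the mean over members, the brightest probe set and, for correlations, Spearman's coefficient and other comparators. Added later were counts with both arrays above background, correlations with no shared array, and lists without the members they share with the interferon-stimulated list, which leaves in other genes induced by interferon. The procedure was tested on simulated data with the spread of these arrays. At 3-fold, of 50 probe sets made 4-fold higher, 76% to 94% were found, and of those made 2-fold higher 2% to 14%. The simulations for the 5 mimics used the same levels and spread, so these ranges come from repeat draws and not from differences between mimics. A list percentile was outside the range in 0 of 40 simulations with no shift and in 39 of 40 with the 11 metallothioneins shifted by 0.40. The exact permutation test was under 0.05 in 4 of 100 simulations with no shift and in 100 of 100 with a shift of -0.20. Genes varied independently in these simulations. They therefore do not show how often a list of genes that move together falls outside the range without an effect of the mimic. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.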

Results

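Gene expression was measured in THP-1 cells, an established human monocytic leukaemia line that takes on macrophage features when it is treated with the phorbol ester PMA. The cells received 100 ng/ml PMA for 2 days and then, for 24 h, a synthetic mimic of 1 of 5 miRNAs or a negative control mimic (mimic NC). The miRNAs were miR-130a-3p, let-7d-3p, miR-151a-3p, let-7e-5p and miR-146a-5p. A mimic is a short RNA duplex that stands in for the natural miRNA, which lowers mRNAs that pair with it through their untranslated regions. The study had found these miRNAs raised in the plasma of patients with atopic dermatitis and allergic conjunctival disease, and the question was which genes each of them acts on in a monocyte line.

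There was 1 array per transfection, 6 in all, so no value has a replicate, no difference could be held against replicate spread and no gene was tested; the number of arrays limits the precision. Each array gave log2 signals for 21448 probe sets, of which 17709 carried a gene symbol. The median signal was between 6.92 and 6.95. Between 13562 and 13849 probe sets per array were above a background of 5.39, the 95th percentile of 348 probe sets for olfactory receptors, a family mostly silent outside the nose. Where the dimmer of 2 arrays was at or under background, the fold is given as "at least", counted from the background level. Where the fold against the median of the other 4 mimic arrays differed from it by more than 1.5 times, with these levels above background, that fold is given as well. A fold above or below the other mimics refers to this median, so a single mimic can lie beyond it.

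With let-7d-3p 7 probe sets were at least 3-fold higher than with mimic NC and 4 were at least 3-fold lower. The counts were 9 and 3 with let-7e-5p, 7 and 5 with miR-146a-5p, 2 and 4 with miR-130a-3p, and 10 and 12 with miR-151a-3p. Many of these probe sets were dim. With both arrays above background, a condition added after the values were seen, 5 higher and 0 lower were left for let-7e-5p, 4 and 0 for miR-146a-5p, 1 and 1 for let-7d-3p, 0 and 0 for miR-130a-3p, and 0 and 2 for miR-151a-3p. The 5 mimic arrays differed from mimic NC by 3-fold in 6 to 22 probe sets (median 12), and from each other in 6 to 56 (median 22, 10 pairs). In arrays simulated with this spread, in which other probe sets had been changed, 1 to 7 of the 21248 unchanged ones passed 3-fold. The simulated noise was normal, with 1 SD for all probe sets of like level, so it may hold too few large differences. It therefore cannot show how many of the counts above exceed noise. The larger patterns lay in groups of genes that were higher or lower together by less than 3-fold.

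With the let-7e-5p mimic, 4 chemokine genes were among the highest ratios. CCL2, which draws monocytes into tissue, was 4.47-fold higher than with mimic NC (10.83 against 8.67 log2). CXCL11 and CXCL10, interferon-induced ligands of the chemokine receptor CXCR3 on T cells, were 4.20-fold (12.02 against 9.95) and 3.86-fold higher (15.54 against 13.59). CCL8, another monocyte attractant, was 3.29-fold higher (10.90 against 9.18). TNFSF13B, which encodes the B cell survival factor BAFF, was 2.01-fold higher at 12.98. It was 3.08-fold above the median of the other 4 mimics, but below its level with miR-146a-5p (13.15). Most chemokines did not move that far: 19 of 27 were higher, and the list median of 0.07 (percentile 88.8) was inside the range of random lists. Against the median of the other 4 mimics, however, the list median was 0.225 (percentile 100), outside that range.

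Interferon-stimulated genes as a group were higher with let-7e-5p, 52 of the 59 measured, with a median log2 ratio of 0.32, above all 10000 random lists of genes with like levels. The antiviral gene IFIT2 was 2.14-fold higher (13.24 against 12.14) and the DNA sensor AIM2 1.96-fold higher. The sensors of double-stranded RNA were nearer to the control: RIGI was 1.31-fold higher, IFIH1, which encodes MDA5, 1.32-fold higher and TLR3 1.12-fold higher (1.68-fold above the other mimics). The list of RNA-sensing genes, which also holds the single-stranded RNA receptors TLR7 (1.54-fold lower) and TLR8, had a median of 0.13 (percentile 98.8). Of its 19 members 6 are also in the interferon-stimulated list, and RIGI, IFIH1, DHX58 and TLR3 are known to be induced by interferon as well, so it is not separate from those genes. Without the 6, a setting added after the values were seen, the median was 0.06, inside the range of random lists. MHC class I presentation genes had a median of 0.20, with 10 of 14 higher, and NF-kB inflammatory genes one of 0.13, with 18 of 26 higher, among them the receptor adaptor TRAF1 at 1.96-fold.

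Metallothioneins, small proteins that bind zinc and copper, were higher with let-7e-5p in 9 of 11 genes (median 0.38), with MT2A 1.73-fold higher (14.57 against 13.78) and MT1F 1.72-fold higher. Cell cycle genes had a median of 0.22, with 22 of 30 higher. Of the G1 and S phase members 14 of 15 were higher (median 0.29). Those of G2 and M phase went both ways, 8 of 15 higher with a median of 0.02 (percentile 62.0), and included the highest of the list, MKI67 (1.66-fold) and KIF11 (1.62-fold). The difference between the parts was not tested. Other genes with high ratios were NEXN, an actin-binding protein (2.43-fold higher), and RGS20, a regulator of G protein signalling (at least 1.85-fold higher, 6.28 against 4.53). Among the lowest were PUDP, a pseudouridine phosphatase (2.60-fold lower, 8.99 against 10.37), and KRTCAP2, a subunit of the enzyme that attaches N-glycans (2.16-fold lower, 13.05 against 14.16). POU2F2, a transcription factor of B cells and macrophages, was 2.16-fold lower.

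With the miR-146a-5p mimic the same 4 chemokines had the highest ratios among named genes. CXCL11 was 4.29-fold higher than with mimic NC (12.05 against 9.95), CXCL10 3.56-fold (15.42 against 13.59), CCL2 3.39-fold (10.43 against 8.67) and CCL8 3.16-fold (10.84 against 9.18). TNFSF10, which encodes the death ligand TRAIL, was 2.73-fold higher at 13.95, and the next highest array was at 13.18. TNFSF13B was 2.27-fold higher (3.47-fold above the other mimics), AIM2 2.31-fold and IFIT2 2.51-fold. Of the 27 chemokines 13 were higher and 14 lower, with a median of -0.07 (percentile 16.8), inside the range of random lists.

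All 59 measured interferon-stimulated genes were higher with miR-146a-5p than with mimic NC (median 0.43, above all 10000 random lists), 10 of them by at least 2-fold, and 52 of the 58 above background had their highest level of the 6 arrays there. Sensors of double-stranded RNA were higher as well, with TLR3 at 1.62-fold (9.02 against 8.32, 2.45-fold above the other mimics), IFIH1 at 1.47-fold and RIGI at 1.39-fold, and the median of the RNA-sensing list was 0.34. MHC class I presentation genes had a median of 0.25, led by the peptide transporter TAP1 (1.47-fold higher) and the immunoproteasome subunit PSMB10 (1.43-fold). The MHC class I median had the sign of the interferon-stimulated median with every mimic, so it is not shown to be a separate pattern. With miR-151a-3p it was inside the range of random lists (-0.065). The list of 26 NF-kB inflammatory genes had a median of 0.03, inside the range of random lists. Metallothioneins had a median of 0.39, with 8 of 11 higher, among them MT1M (1.48-fold).

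The ectoenzyme CD38 was 2.20-fold higher with miR-146a-5p (7.74 against 6.60), GALNT3, which starts O-glycans, 2.20-fold higher, the interleukin receptor subunit IL12RB1 1.78-fold higher and the dendritic cell protein LAMP3 1.73-fold higher. Lower genes included TIMM17B, part of the mitochondrial import channel (2.60-fold lower, 11.33 against 12.71), SLC10A3, a membrane transporter (2.28-fold lower), and APMAP, an adipocyte membrane protein (1.74-fold lower). The signalling adaptor TRAF6, a known miR-146a target, was 1.39-fold lower (10.58 against 11.05), and COPS8 and SIAH2, of the protein degradation machinery, were each 1.52-fold lower. RELB, also a known target, was 1.41-fold higher, and was above mimic NC with the other 4 mimics too.

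**Figure D1:**
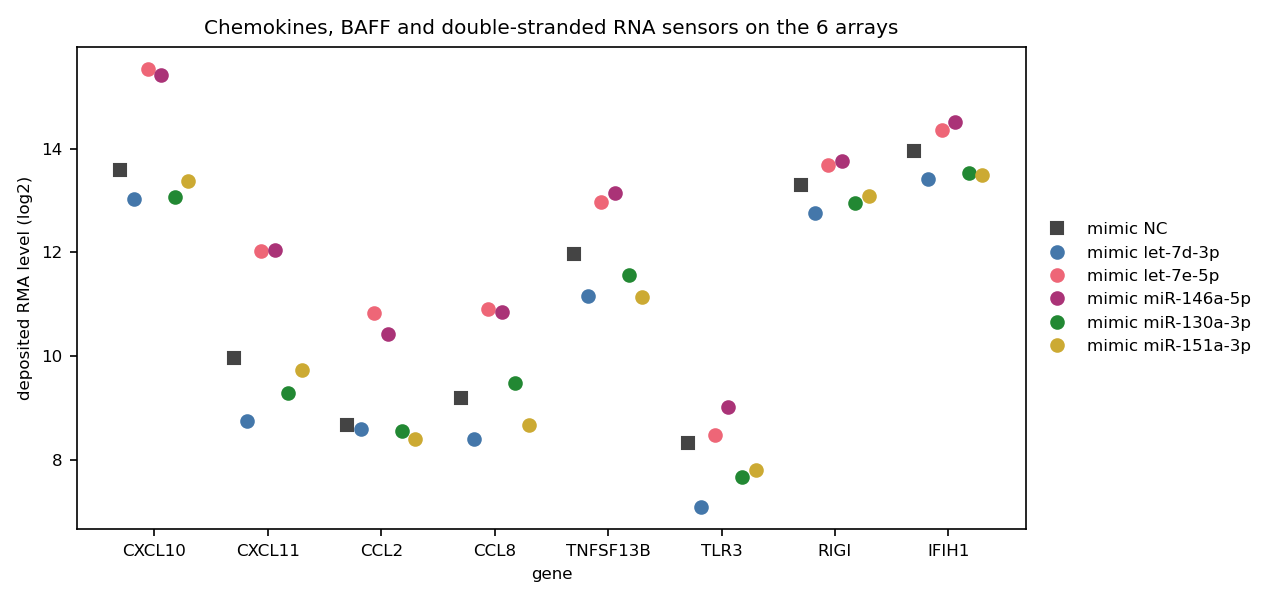
Deposited log2 signals (y axis) of CXCL10, CXCL11, CCL2, CCL8, TNFSF13B, TLR3, RIGI and IFIH1 (x axis) on the 6 arrays, 1 point per array and a square for mimic NC. The 4 chemokines were highest with let-7e-5p and miR-146a-5p, CXCL10 at 15.54 and 15.42 against 13.59 with mimic NC.

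With the let-7d-3p mimic interferon-stimulated genes were lower. AIM2 was 2.57-fold lower than with mimic NC (8.58 against 9.94), CXCL11 2.30-fold lower (8.75 against 9.95) and the antiviral gene OASL 2.22-fold lower (11.40 against 12.55). TLR3 was 2.36-fold lower (7.08 against 8.32), and TLR8, a receptor for single-stranded RNA, 2.30-fold lower (6.04 against 7.24). RIGI and IFIH1 were 1.45-fold and 1.46-fold lower, and CXCL10 1.47-fold lower at 13.03. Below the median of the other 4 mimics, which include let-7e-5p and miR-146a-5p, CXCL11 was 4.35-fold lower, CCL8 3.40-fold and CXCL10 2.58-fold.

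All 59 measured interferon-stimulated genes were below mimic NC with let-7d-3p (median -0.55, below all 10000 random lists), 6 of them by at least 2-fold, and 46 of the 58 above background had their lowest level of the 6 arrays there. The RNA-sensing list had a median of -0.52, with 17 of 19 lower. MHC class I presentation genes had a median of -0.25, with 13 of 14 lower, led by their transcriptional activator NLRC5 (2.51-fold lower, 6.99 against 8.32) and TAP1 (1.54-fold lower). The chemokines went both ways, with CCL8 1.73-fold lower, the neutrophil attractant CXCL8 1.75-fold higher and a list median of 0.01. The endotoxin receptor TLR4 was 1.80-fold lower and the death receptor FAS 1.88-fold lower.

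Outside the interferon genes, PALS1, a scaffold of cell polarity, was 3.16-fold lower with let-7d-3p (8.66 against 10.32), under a range of 9.92 to 10.65 on the other 5 arrays. NEO1, a guidance receptor, was 2.87-fold lower (7.14 against 8.66), and SLC39A6, a zinc importer, 2.77-fold lower (9.64 against 11.11). Higher genes were CLDND2, a claudin-like membrane protein (2.30-fold, 8.75 against 7.55), and FNDC5, the precursor of irisin (2.08-fold). The gene with the highest ratio among named genes above background, EFHB, was close to background (at least 1.07-fold higher, 5.49 against 3.53).

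With the miR-130a-3p mimic several genes of DNA replication and the cell cycle were higher, though DNA replication was not set out as a list of its own. CDC45 and CDC6, which load and start the replicative helicase, were 2.45-fold (9.17 against 7.88) and 2.31-fold higher (11.24 against 10.03) than with mimic NC. The phosphatase CDC25A was 2.20-fold higher (7.56 against 6.42), the cyclin CCNE2 2.03-fold higher (11.49 against 10.47) and CDCA7, a chromatin factor, 2.19-fold higher. DICER1, the enzyme that cuts miRNA precursors and a known target, was 2.41-fold lower (8.43 against 9.70).

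Of 30 cell cycle genes 27 were higher with miR-130a-3p (median 0.55, above all 10000 random lists), and 20 of the 29 above background had their highest level of the 6 arrays there. The 15 members that act in G1 and S phase were all higher, with a median of 0.64, and 12 of the 15 that act in G2 and M phase were higher, with a median of 0.25 (percentile 99.8). The exceptions included UBE2C, which acts in mitosis (1.17-fold lower). Interferon-stimulated genes were lower in 56 of 59 cases (median -0.29, below all 10000 random lists), such as GBP4 (1.88-fold lower) and OASL (1.68-fold lower), while IRF7 was 1.45-fold higher. TLR3 was 1.58-fold lower and CXCL10 1.44-fold lower (13.06 against 13.59). CXCL10 was 2.52-fold below the median of the other mimics, which include let-7e-5p (15.54) and miR-146a-5p (15.42). Its level was above that with let-7d-3p (13.03) and below that with miR-151a-3p (13.37). MHC class I presentation genes had a median of -0.20.

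LPAR3, a lysophosphatidic acid receptor, was 2.97-fold higher with miR-130a-3p (7.26 against 5.69), and 1.78-fold above the median of the other 4 mimics. RFK, the riboflavin kinase, was 2.95-fold higher than with mimic NC, its lowest array, and 1.30-fold above the other mimics. CYP27A1, a sterol hydroxylase, was at least 2.17-fold higher (6.51 against 5.09). It was 1.63-fold above the median of the other 4 mimics, but below its level with miR-151a-3p (6.73). PDZD11, a scaffold protein, was 2.20-fold lower (9.97 against 11.11), TMEM54, a membrane protein, 2.41-fold lower, and the phosphatase CPPED1 1.87-fold lower. Known targets that were lower included the endosomal GTPase RAB5A (1.48-fold, 14.13 against 14.70) and TSC1, an inhibitor of mTOR signalling (1.45-fold), which was lower still with miR-151a-3p (1.60-fold). The transcription factor KLF4, also a known target, was below mimic NC with all 5 mimics, from 7.98 with miR-130a-3p to 8.22 with let-7e-5p against 8.69.

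**Figure D2:**
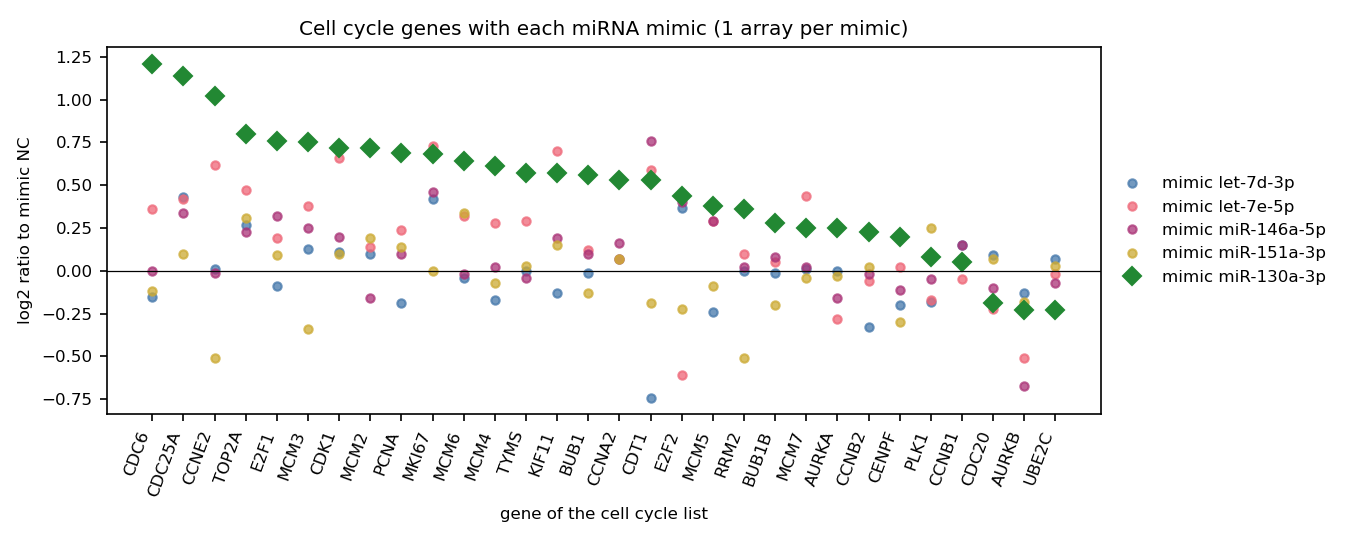
Log2 ratios to mimic NC (y axis) of the 30 cell cycle genes (x axis) with each mimic, 1 point per array and diamonds for miR-130a-3p. The diamonds of 27 genes lie above 0, CDC6 and CDC25A highest.

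With the miR-151a-3p mimic metallothioneins were lower. MT1H was 1.57-fold lower than with mimic NC (6.30 against 6.95), MT1G 1.55-fold lower (10.63 against 11.26) and MT2A 1.40-fold lower (13.29 against 13.78). AP3S1, a subunit of a vesicle adaptor, was 2.66-fold lower (11.39 against 12.80), under a range of 12.77 to 12.92 on the other 5 arrays. NKG7, a granule protein of cytotoxic cells, was 2.57-fold lower (6.75 against 8.11), and SLC19A1, the reduced folate carrier, 2.45-fold higher (9.98 against 8.69).

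Of the 11 metallothioneins 10 were lower with miR-151a-3p (median -0.42, percentile 0.01), and 9 had their lowest level of the 6 arrays there; MT4 was 1.19-fold higher. Interferon-stimulated genes were lower in 56 of 59 cases (median -0.28, below all 10000 random lists), with TNFSF13B 1.78-fold lower and the ubiquitin ligase HERC5 1.71-fold lower, while IDO1, which degrades tryptophan, was 1.27-fold higher. Chemokines had a median of -0.23, with 19 of 27 lower, among them CXCL12 (1.62-fold lower). Genes of the interleukin-12 family had a median of -0.09, inside the range of random lists, with STAT4, a transcription factor downstream of the receptor, at least 1.33-fold lower (4.97 against 5.80) and IL12A 1.38-fold higher.

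CENPX, a DNA repair and centromere protein, was 2.91-fold higher with miR-151a-3p than with mimic NC, its lowest array (8.40 against 6.86), and 1.47-fold above the other mimics. CYP27A1 was at least 2.53-fold higher (6.73 against 5.09; 1.90-fold above the other mimics), and F13A1, the coagulation factor XIII subunit of macrophages, at least 1.47-fold higher (5.95 against 4.01). STH, which encodes saitohin, was 2.73-fold lower, CARD10, a scaffold of NF-kB signalling, at least 1.62-fold lower (4.64 against 6.09), and the cyclin CCND2 2.23-fold lower (5.96 against 7.12).

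**Figure D3:**
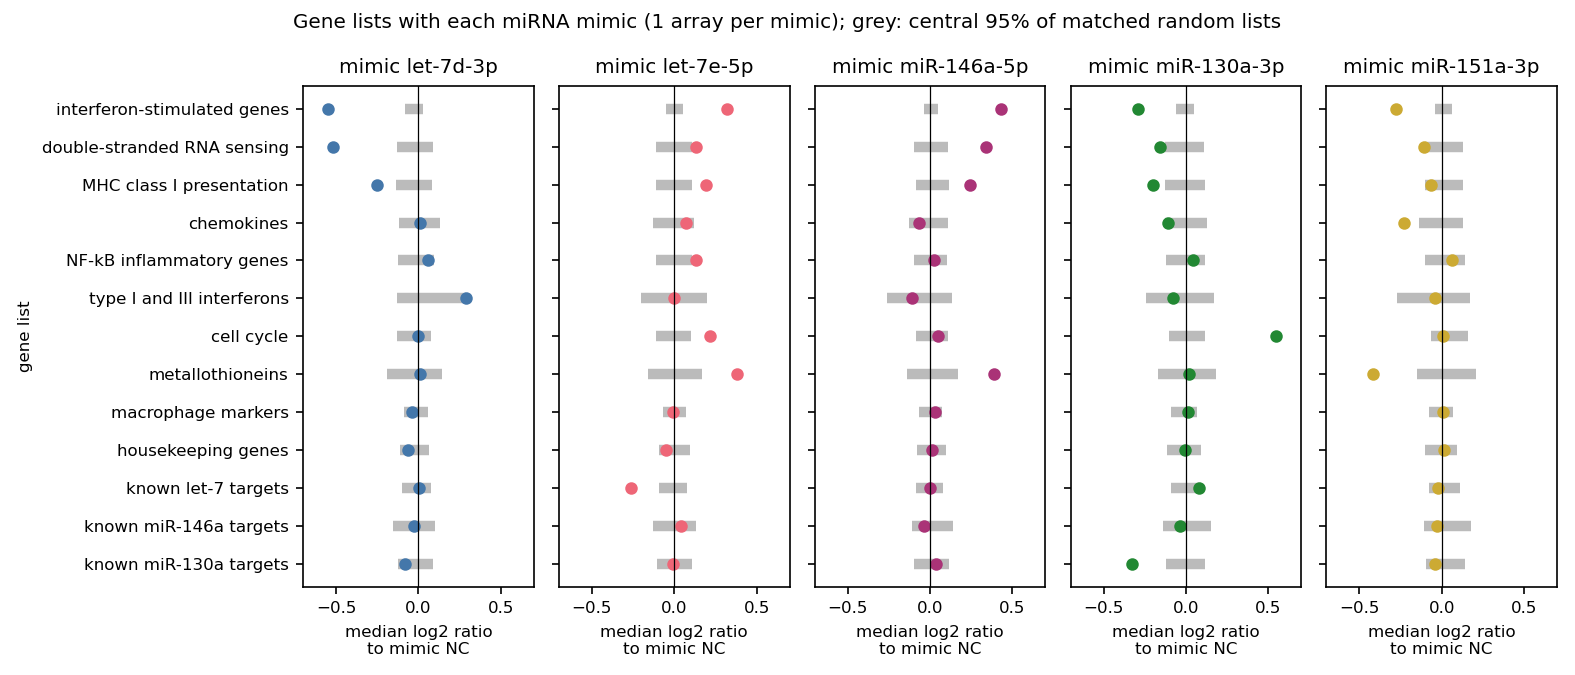
Median log2 ratio to mimic NC (x axis) of 13 gene lists (y axis), 1 panel per mimic and 1 point per list, with grey bars for the central 95% of 10000 random lists of like level. The interferon-stimulated genes lie at -0.55 with let-7d-3p, 0.32 with let-7e-5p, 0.43 with miR-146a-5p, -0.29 with miR-130a-3p and -0.28 with miR-151a-3p.

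Among the gene lists drawn from the study, which it had chosen on other arrays, 15 of the 19 genes listed for miR-628-3p and 16 of the 17 listed for let-7a-5p are also in the interferon-stimulated list, so they add little to it. The miR-628-3p genes had medians of -0.81 with let-7d-3p, 0.85 with let-7e-5p, 1.05 with miR-146a-5p, -0.39 with miR-130a-3p and -0.42 with miR-151a-3p. Of the 19 genes 1 was not measured, and the 3 measured ones outside the interferon-stimulated list were STAP1, CCL8 and HESX1. Their medians were -0.91, 0.93, 1.35, -0.38 and -0.38. CCL8 is among the chemokines described above. Taking out shared members leaves in other genes induced by interferon, so these 3 are not shown to be separate from the interferon-stimulated genes. The let-7a-5p genes had medians of -0.72, 0.44, 0.64, -0.37 and -0.35 in the same order. The interferon genes themselves were mostly under background, with 5 of 19 above background on at least 1 array and IFNB1 under background on all 6 arrays (4.19 with mimic NC). Only IFNL3 was above background on all 6.

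Known targets of the transfected miRNAs addressed whether each mimic had lowered the mRNAs it pairs with. Known let-7 targets were lower with let-7e-5p in 36 of 46 cases (median -0.26, below all 10000 random lists), with DICER1 1.74-fold lower (8.90 against 9.70), the RNA-binding protein IGF2BP3 1.69-fold lower (8.16 against 8.92) and the kinase MAP3K1 1.43-fold lower. Known miR-130a targets were lower with miR-130a-3p in 20 of 24 cases (median -0.33, below all 10000 random lists). Known miR-146a targets had a median of -0.04 with miR-146a-5p, inside the range of random lists, with 8 higher and 8 lower. On each array the mean shift of a target list against all other genes above background was then taken. It was -0.19 for let-7 targets with let-7e-5p (lowest other array 0.00), -0.26 for miR-130a targets with miR-130a-3p (lowest other -0.02) and -0.0580 for miR-146a targets with miR-146a-5p (lowest other -0.0562). The sum of -0.50 was the lowest of all 120 ways to give the 3 lists to different arrays (exact one-sided permutation p = 0.0083, the smallest possible). No targets of let-7d-3p or miR-151a-3p were listed.

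**Figure D4:**
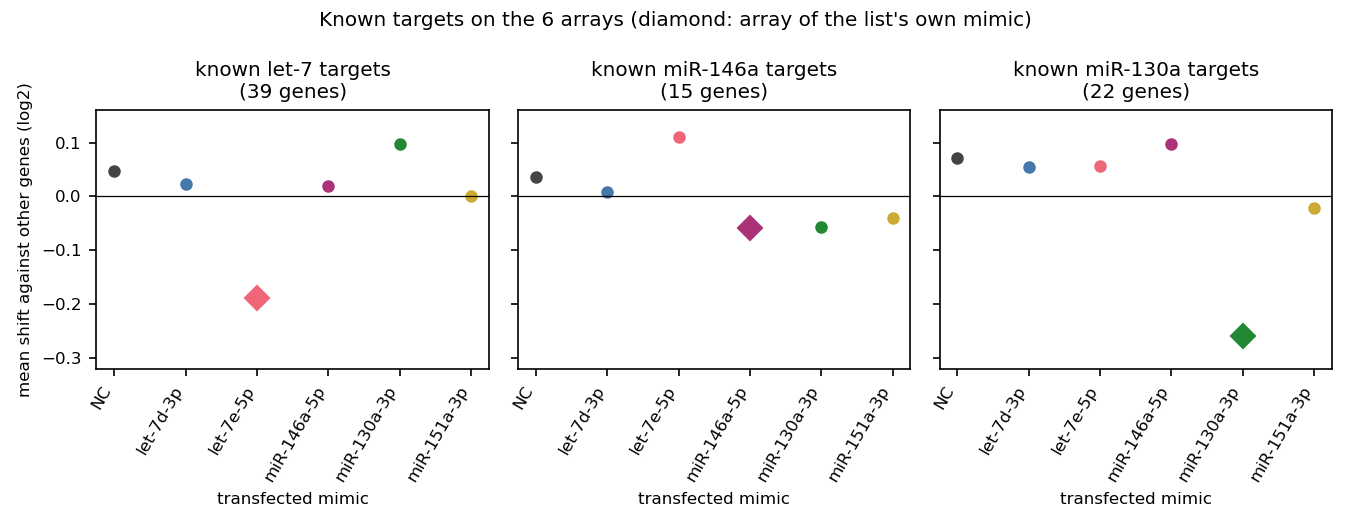
Mean log2 shift of the known targets of let-7, miR-146a and miR-130a against all other genes above background (y axis) on the 6 arrays (x axis), 1 point per array, with a diamond for the array of the list's own mimic. The diamonds lie at -0.19, -0.06 and -0.26, each the lowest of its panel. For miR-146a targets the margin was minimal, -0.0580 against -0.0562 with miR-130a-3p.

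The let-7e-5p and miR-146a-5p comparisons shared 5 probe sets at or past the 3-fold threshold, all higher. They were those of CXCL10, CXCL11, CCL2 and CCL8, and 1 without a gene symbol that was under background with miR-146a-5p (5.29) and mimic NC (3.70), so 4 were measurable. Simulated arrays that share a control and have no effect shared a mean of 0.03 per pair. They hold no difference between cultures in the response to transfection, so that value cannot set an effect of the mimics apart from such a difference. Set directly against each other, the let-7e-5p and miR-146a-5p arrays differed by 3-fold in 6 probe sets, 0 of them with both arrays above background. Across probe sets, which are not independent replicates, the log2 ratios of 2 comparisons had a median Pearson r of 0.436 over the 10 pairs (0.274 to 0.517) and a median covariance of 0.0514. The shared control array alone gave a median r of 0.50 and a covariance of 0.0675 in simulated arrays with no effect. With a different array as control for each of the 2 comparisons, a setting added after the values were seen, the median r was 0.0173.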

Values the study reported

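For THP-1 cells given the let-7a-5p mimic, on arrays other than those analysed here, the study reported 84 genes up-regulated by more than 3-fold, and it took 17 genes up-regulated by more than 10-fold into PCR assays. For the miR-151a-3p mimic it reported 10 genes up-regulated by more than 3-fold. In the present data 10 probe sets were higher with that mimic, and not all of them carry a gene symbol. The study also reported CXCL10 up-regulated by more than 3-fold with the let-7e-5p and miR-146a-5p mimics. With the miR-146a-5p mimic it reported CXCL11, CCL2 and CCL8 as up-regulated too.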

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

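The counts with both arrays above background, the correlation with no shared array and the lists without members of the interferon-stimulated list were chosen after the result was seen; the other settings were set out before the data were examined. Of the counts 38 of 100 stayed within 1.5 times, of the list medians 701 of 825 moved by less than the SD of matched random medians, of the named genes 599 of 740 kept their ratio within the spread of genes of like level. Repeated quantile normalization and median centring left all 10 counts at 3-fold within 1.5 times. Signal over background limits the counts, since most probe sets past 3-fold had a dim array. Apart from thresholds and filters, which change what is counted, the cause was not tested. Leaving out replicates was not possible, and the alternatives for seed sites were not run.

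Counts are given as higher and lower, first for let-7d-3p, then let-7e-5p, then miR-146a-5p, then miR-130a-3p and last miR-151a-3p. At 2-fold they were 177 and 102, 95 and 102, 111 and 123, 131 and 136, and 148 and 226. At 4-fold they were 2 and 0, 2 and 1, 1 and 0, 0 and 0, and 2 and 0. With the pseudocount they were 1 and 1, 4 and 0, 4 and 0, 0 and 0, and 0 and 0. With both arrays above background they were 1 and 1, 5 and 0, 4 and 0, 0 and 0, and 0 and 2. With 1 gene symbol they were 3 and 2, 5 and 1, 5 and 2, 1 and 2, and 5 and 6. With the brighter array above background, 1 was lower with let-7e-5p and 1 with miR-146a-5p, 1 was higher and 2 lower with miR-130a-3p, and 4 were higher with miR-151a-3p. After lowess on level 3 were lower with miR-146a-5p. Against the median of the other 4 mimic arrays 4 were higher with let-7d-3p, 12 higher and 0 lower with miR-146a-5p, 1 higher and 2 lower with miR-130a-3p, and 1 higher and 2 lower with miR-151a-3p.

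Against the median of the other 4 mimic arrays the interferon-stimulated medians were -0.73 with let-7d-3p, 0.53 with let-7e-5p, 0.76 with miR-146a-5p and -0.24 with miR-130a-3p. The cell cycle medians were -0.15 with let-7d-3p, 0.11 with let-7e-5p, -0.08 with miR-146a-5p, 0.38 with miR-130a-3p and -0.20 with miR-151a-3p. The metallothionein medians were -0.08 with let-7d-3p, 0.31 with miR-146a-5p, -0.28 with miR-130a-3p and -0.58 with miR-151a-3p. The miR-146a targets were at 0.055 with miR-146a-5p and the miR-130a targets at -0.26 with miR-130a-3p. With let-7d-3p the p53 list was at -0.028, against 0.13 to mimic NC, and at -0.012 as a mean over members. The unfolded protein and integrated stress list was at -0.09 with let-7d-3p, -0.005 with let-7e-5p and -0.005 with miR-146a-5p, against 0.10, 0.14 and 0.17 to mimic NC. Quantile normalization put the interferon-stimulated median at -0.51 with let-7d-3p and the cell cycle median at -0.049 with miR-151a-3p. The mean over members was -0.61 with let-7d-3p, 0.40 with let-7e-5p and 0.60 with miR-146a-5p for interferon-stimulated genes, 0.48 with miR-130a-3p for the cell cycle, and 0.25 with miR-146a-5p and -0.33 with miR-151a-3p for metallothioneins. With members above background the miR-146a targets were at -0.12 with miR-146a-5p. Without members of the interferon-stimulated list, which leaves in RIGI, IFIH1, DHX58 and TLR3, also induced by interferon, the RNA-sensing medians were -0.54, 0.06, 0.24, -0.20 and -0.11 in the order of the counts, and the chemokine medians 0.065, 0.06, -0.07, -0.06 and -0.20. The median correlation between comparisons was -0.196 with the mean of the other 5 arrays as comparator, where a negative value is built in, and 0.017 with no array shared.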

Other observations

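The tests of the let-7d-3p signal range, of the control array, of cultures and of the link between metallothioneins and interferon-stimulated genes were chosen after the result was seen; those of differentiation, of dividing cells and of zinc were set before, though the condition that the zinc exporter follow the metallothioneins was added after. DICER1, which processes miRNA precursors, was lower with miR-130a-3p (8.43) and let-7e-5p (8.90) than with mimic NC (9.70), and it is a known target of both. The miRNA pathway as a list had medians between -0.15 and 0.10, inside the range of random lists with every mimic. Unfolded protein and integrated stress genes were higher than with mimic NC for all 5 mimics (0.10 to 0.22), and 6 of the 19 had their lowest level with mimic NC. Against the other 4 mimics the medians with let-7d-3p, let-7e-5p and miR-146a-5p were -0.09, -0.005 and -0.005, while those with miR-130a-3p and miR-151a-3p were 0.13, still outside the range of random lists, and 0.06. Of the 135 list medians 42 were outside the central 95% of random lists, 38 of these had the same sign against the other mimics, and 33 were also still outside there. Both ratios hold the same mimic array, so agreement between them is partly built in and is not separate support. The interferon-stimulated, RNA-sensing and study lists share members and were outside with all 5 mimics, so the 42 are not separate patterns.

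Most other lists stayed near mimic NC. Medians ranged from -0.04 to 0.03 for macrophage markers, from -0.07 to 0.02 for housekeeping genes, from -0.04 to 0.01 for cholesterol and lipid genes, from -0.09 to 0.01 for extracellular matrix, from -0.07 to 0.12 for immediate early genes, from -0.10 to 0.04 for MHC class II presentation, from -0.11 to 0.29 for type I and III interferons, from -0.09 to 0.06 for the interleukin-12 family and from -0.16 to 0.07 for epithelial and fibroblast markers, all inside the range of random lists. The p53 and apoptosis list ranged from 0.03 to 0.16, outside with let-7d-3p (0.13). Undifferentiated myeloid markers were outside with miR-151a-3p (0.20), B cell markers with miR-151a-3p (-0.40) and markers of T and NK cells with miR-130a-3p (-0.29). Of the B cell markers 6 of 10, and of the T and NK cell markers 9 of 20, were above background on at least 1 array. Against the median of the other 4 mimics these medians were 0.12, -0.155 and -0.11, each inside the range of random lists (percentiles 92.8, 14.1 and 8.5). Chemokines ranged from -0.23 to 0.07, outside with miR-151a-3p (-0.23, percentile 0.1). NF-kB inflammatory genes ranged from 0.03 to 0.13, outside with let-7e-5p (0.13, percentile 98.9).

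Interferon-stimulated genes were higher with let-7e-5p and miR-146a-5p and lower with let-7d-3p. A narrower signal range of the let-7d-3p array is argued against, since after removal of the trend on level the median was still -0.53, with an SD of 0.026 over matched random lists. A control array out of place is argued against as the whole cause, because against the median of the other 4 mimics, which leaves mimic NC out, the median was -0.73 with let-7d-3p, 0.76 with miR-146a-5p and 0.53 with let-7e-5p, the smallest of them with an SD of 0.0235 over matched random lists. A different degree of differentiation cannot be told apart. The level of a list was taken as the median log2 level of its members, which rests on the genes in the middle. By that measure the macrophage list and the interferon list had a Spearman rho of -0.714 over the 6 arrays (exact permutation p = 0.136, adjusted 0.272 over 2 lists). Their Pearson r was -0.487 (exact permutation p = 0.332, adjusted 0.447), or -0.868 without the 2 farthest arrays. The undifferentiated list had a rho of -0.20 (exact permutation p = 0.714) and an r of -0.386 (exact permutation p = 0.447), or 0.0309 without the 2 farthest arrays. By median log2 ratio to mimic NC the macrophage list ran the other way, lowest with let-7d-3p (-0.04) and highest with miR-146a-5p (0.03). All of these ratios were inside the range of random lists, so the measures do not settle the matter. With 1 culture per mimic, an effect of the mimic may as well be a difference between cultures in their response to transfection.

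Cell cycle genes were higher with miR-130a-3p. A control array out of place is argued against, since against the other 4 mimics the median was still 0.38, with an SD of 0.0468 over matched random lists. More dividing cells in that culture may explain the pattern, as genes of G2 and M phase were also higher (0.25), though by less than those of G1 and S phase (0.64). Whether the miRNA or the single culture set that share stays open.

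Metallothioneins were lower with miR-151a-3p. They did not simply follow the interferon-stimulated genes, since with let-7d-3p, where those were lowest, the metallothionein median was 0.01, with an SD of 0.0808 over matched random lists. Less free zinc in that culture cannot be told apart. SLC30A1, a zinc exporter set by the same metal sensor, was 11.36 with miR-151a-3p, the highest of the 6 arrays (11.35 with mimic NC) and 0.33 above the lowest, so it was not lower as less zinc had been set to predict. The lowest array was the one with let-7e-5p (11.03), where metallothioneins were higher (0.38), so the exporter did not follow them and its level cannot settle the matter. An effect of the mimic and a difference between single cultures both stay open.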
